A study of Mus musculus with 2 samples.

How the data were processed

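Mammary epithelial cells of 2 groups of mice aged 18 weeks were profiled by droplet-based single-cell RNA sequencing. Per the labels' protocols, glands of 5 control mice (CTRL, carrying a K5-CRE transgene) and 7 EPN3 knock-in mice (KI, carrying K5-CRE and EPN3) were digested. Epithelial cells were enriched, and live single cells positive for the surface protein EpCAM were sorted and loaded on a 10x Genomics device with the 3-prime kit. Each group has 1 library. The mice of a group share it, with no map from cells to mice, so genotype, animal, preparation and library cannot be told apart. The labels do not say whether the introduced EPN3 sequence is of mouse or human origin.

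The deposited matrices hold raw counts of unique molecular identifiers (UMIs) per gene and cell barcode, made by the authors with Cell Ranger 7.0.1 per the file headers. The genome build, the annotation, the treatment of intronic reads and the rule for calling cells are not stated there. The smallest deposited total was 500 UMIs per barcode in CTRL and 501 in KI. Of the 32285 gene identifiers in the files, 32235 were found in GENCODE M21, whose coordinates on GRCm38 are printed by gene identifier. The authors' own build may differ from it.

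Cells with 500 or more detected genes and at most 15% mitochondrial UMIs were kept, which left 7629 of 8109 barcodes in CTRL and 7025 of 7419 in KI. Doublets were scored with Scrublet in scanpy 1.11.5 (Python 3.11.15). Its automatic threshold marked 0 cells in CTRL and 112 in KI and was not used. The highest scores were removed instead, at 0.8% of cells per 1000 barcodes, which took out 495 cells in CTRL and 417 in KI. The cells analysed numbered 7134 in CTRL, with 72525684 UMIs and a median of 8644 per cell, and 6608 in KI, with 85396419 UMIs and a median of 10692.5. Both libraries were clustered together on 2000 variable genes, 30 principal components and 15 neighbours, with Leiden clustering at resolution 0.8, which gave 14 clusters.

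Clusters were named from marker genes fixed before the data were examined, as were the gene lists, the comparisons, the rule for named genes and all alternatives except 2. The way of scoring those markers was set after the clusters had been seen, and it was replaced once. The first version scored every cell type and left 2 of the myoepithelial clusters without a name. The version used considers only types with 3 or more markers that are detected in at least 5% of a cluster's cells and lie above their mean over clusters. The first version is given among the alternatives, as an alternative added after seeing the data, together with clustering without the marker genes and Epn3. A cluster stayed unnamed if its relative UMI count was low and none of its top 10 genes was a marker, or if another class had more markers there. Names carry the suffix "-like". Of the 14 clusters, 7 were named myoepithelial-like, 3 secretory-precursor-like and 2 hormone-sensing-like, 1 keratinocyte-like cluster was found, and 1 stayed unnamed. Stress or immune genes led some named clusters: Saa1 and Saa2, or Ifnb1, in secretory-precursor-like ones, and Derl3 and Hspa5, or Hmox1, in myoepithelial-like ones.

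UMIs were summed per class and library and scaled to counts per 1000000 UMIs of that sum (CPM). With 1 library per group no test was made, and no p-value or standard error is given. Intervals at the 95% level are exact Poisson (sums), Clopper-Pearson (shares), conditional binomial (ratios) or Newcombe (differences of shares). They cover counting error only and say nothing about differences between animals or preparations. Where a count was 0, 3 counts were taken as the upper limit. Log2 ratios are KI over CTRL. For ranking genes and for list medians 1 CPM was added to both values. Named genes were, in each class, the 5 with the highest and the 5 with the lowest ratio among genes with a mean of 50 CPM or more, without mitochondrial, ribosomal protein, haemoglobin, X-inactivation and Y-linked genes and unnamed gene models. Other genes are named as members of the fixed lists or, in the closing section, because they stood out.

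For each of 12 gene lists, 7 on the study's subject and 5 as background, the median log2 ratio over members with a mean of 10 CPM or more was placed among 10000 random lists of the same size, matched in 20 expression bins. A list needed 5 such members. Lists on oestrogen response (15 genes) and YAP targets (19 genes) were added after seeing the data and are given in the closing section. The percentile describes these 2 libraries. For shares of cells with a given transcript, each cell was thinned to 2000 UMIs and shallower cells were left out. Cells were called cycling if 2 or more genes of the G2M phase list were detected.

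The ratio and list steps were tested on simulated counts drawn from the class means and library sizes, with 200 genes changed by 1 on the log2 scale. All changed genes were recovered (100%) in each class, over 2999, 2709 and 3043 genes in the myoepithelial-like, secretory-precursor-like and hormone-sensing-like comparisons. The intervals covered the true value for 94.3%, 94.9% and 95.2% of genes. A planted list of 15 genes shifted by 0.4 reached percentile 100 in each class, and 1, 1 and 2 of 40 unshifted lists fell outside the central 95% of random lists. The simulation holds counting error alone.

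Alternatives changed the filter on cells, the removal of doublets, the clustering, the assignment of classes, the denominator of shares, the scaling, the weight of cells, the depth, the filter on low values and the added CPM. A search for near-identical transcripts of genes that shifted alike in all 3 classes, made with BLAST 2.17.0, is not reported here.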

Results

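The study's title concerns endocytosis driven by glycolipids and lectins and its part in cell plasticity in breast cancer. EPN3 encodes epsin 3, an endocytic adaptor protein, and the knock-in was combined with CRE under a keratin 5 promoter, which is active in the basal layer of the mammary gland. EpCAM-positive mammary cells of 5 CTRL mice and 7 KI mice were measured in 1 library per group. The CTRL library held 8109 barcodes with 81572334 UMIs and a median of 8485 UMIs and 2515 genes per barcode. The KI library was deeper, with 7419 barcodes, 94371236 UMIs and medians of 10490 UMIs and 2858 genes. There are no replicate libraries, so no difference below has a replicate check, and all intervals are 95% intervals for counting error only.

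The first question was whether the introduced gene was seen in the KI library. Epn3 (ENSMUSG00000010080, chromosome 11, 94489599 to 94499974, minus strand, protein coding) was measured through reads of the mouse gene. Over all analysed cells its level was 5.41 CPM (4.88 to 5.97, 392 UMIs) in CTRL and 29.0 CPM (27.9 to 30.2, 2480 UMIs) in KI, a log2 ratio of 2.43 (2.27 to 2.58). In myoepithelial-like cells it was 1.15 CPM (0.837 to 1.53, 45 UMIs) against 23.4 CPM (21.9 to 24.9, 949 UMIs), a log2 ratio of 4.35 (3.92 to 4.81). Averaging over the clusters of this class moved that ratio most, to 3.51. In secretory-precursor-like cells Epn3 rose from 7.17 CPM (6.03 to 8.45) to 34.0 CPM (31.8 to 36.2), a log2 ratio of 2.24 (1.99 to 2.51). In hormone-sensing-like cells it rose from 15.3 CPM (13.3 to 17.6) to 34.5 CPM (31.7 to 37.5), a log2 ratio of 1.17 (0.94 to 1.41). The KI levels of the 3 classes thus lay between 23.4 and 34.5 CPM, while the CTRL levels lay between 1.15 and 15.3 CPM.

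**Figure D1:**
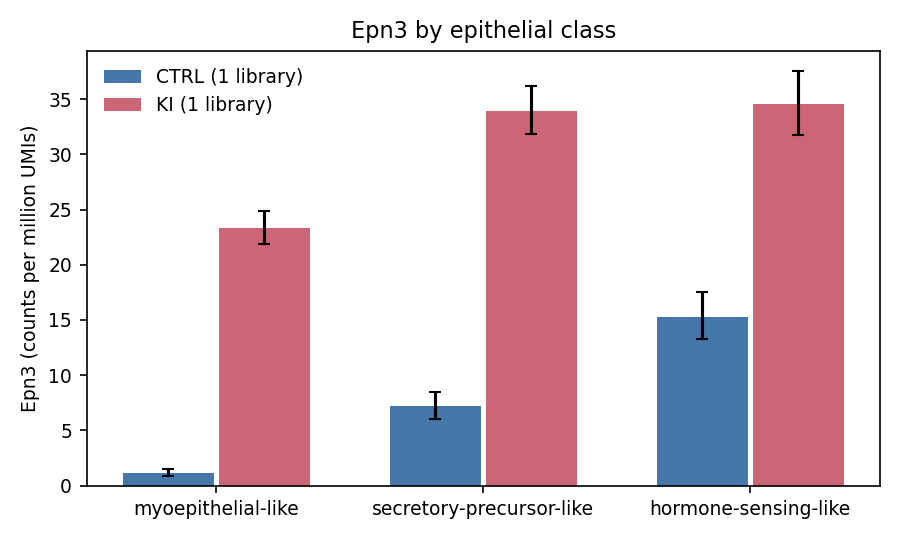
Epn3 in CPM (vertical axis) in the 3 epithelial classes of the CTRL and KI libraries, 1 library each; bars are summed counts and error bars exact 95% Poisson intervals. The KI bar is higher in each class, and the ratio is largest in myoepithelial-like cells, from 1.15 to 23.4 CPM.

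The share of myoepithelial-like cells with an Epn3 UMI was 0.961% (0.701 to 1.28) in CTRL at a median depth of 7779 UMIs and 20.2% (19.0 to 21.5) in KI at 9209 UMIs. After thinning to 2000 UMIs the shares were 0.380% (0.221 to 0.607) of 4479 cells and 5.23% (4.55 to 5.97) of 3961 cells. In secretory-precursor-like cells the thinned shares were 1.16% and 6.56%, and in hormone-sensing-like cells 4.18% and 7.66%. The unthinned shares in these 2 classes were 9.21% against 42.5% and 17.4% against 36.6%. No class known to lack Epn3 was found. The lowest share, in CTRL myoepithelial-like cells, is therefore the nearest available background.

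The second comparison asked whether the makeup of the epithelium differed. Of the cells in the 3 epithelial classes, myoepithelial-like cells made up 66.5% (65.4 to 67.6, 4685 of 7044) in CTRL and 62.4% (61.2 to 63.6, 4039 of 6475) in KI, a difference of -4.13 percentage points (-5.75 to -2.52). Secretory-precursor-like cells made up 19.0% (1335 cells) and 21.2% (1373 cells), a difference of 2.25 points (0.901 to 3.61). Hormone-sensing-like cells made up 14.5% (1024 cells) and 16.4% (1063 cells), a difference of 1.88 points (0.660 to 3.1). In the setting used each interval excludes 0 for counting error, but the spread between animals or preparations was not measured. The assignment of classes moved these values most. With each cell assigned by marker scores the myoepithelial-like difference was -2.13 points (-3.78 to -0.476). The hormone-sensing-like one was then 0.241 points (-1.04 to 1.53), which is not detectable. Without doublet removal it was 1.19 points (4.1e-05 to 2.39), and 1.07 points (-0.107 to 2.25) as a share of all cells. With the first naming rule, which left 911 CTRL and 1045 KI cells unnamed, the myoepithelial-like difference was -6.17 points. Under the rule used, 90 CTRL and 96 KI cells of low UMI count stayed unnamed. The myoepithelial-like clusters did not move alike. The one led by Derl3 and Hspa5, named on 4 detected markers, held 1353 CTRL and 892 KI cells. The one led by Pyy and Top2a held 92 and 248. Cluster sizes may follow genes that differ between the libraries, so the lower share of this class is not read as a shift of lineage.

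Cycling cells were compared after thinning to 2000 UMIs. Their share was 2.23% (1.82 to 2.71) in CTRL and 4.80% (4.15 to 5.51) in KI among myoepithelial-like cells, a ratio of 2.15 (1.68 to 2.77). Among secretory-precursor-like cells it was 9.55% (8.0 to 11.3) and 16.3% (14.4 to 18.4), a ratio of 1.71 (1.36 to 2.14). Among hormone-sensing-like cells it was 4.88% (3.63 to 6.40) and 8.61% (6.99 to 10.5), a ratio of 1.76 (1.23 to 2.55). Thinning left out 206, 47 and 20 shallow cells of these classes in CTRL and 78, 16 and 6 in KI. With S phase genes at 4000 UMIs per cell, the difference in myoepithelial-like cells was 1.03 points (-0.51 to 2.58), which is not detectable. Without thinning the shares were 11.3% and 20.9%, 31.5% and 53.0%, and 25.2% and 36.9%.

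**Figure D2:**
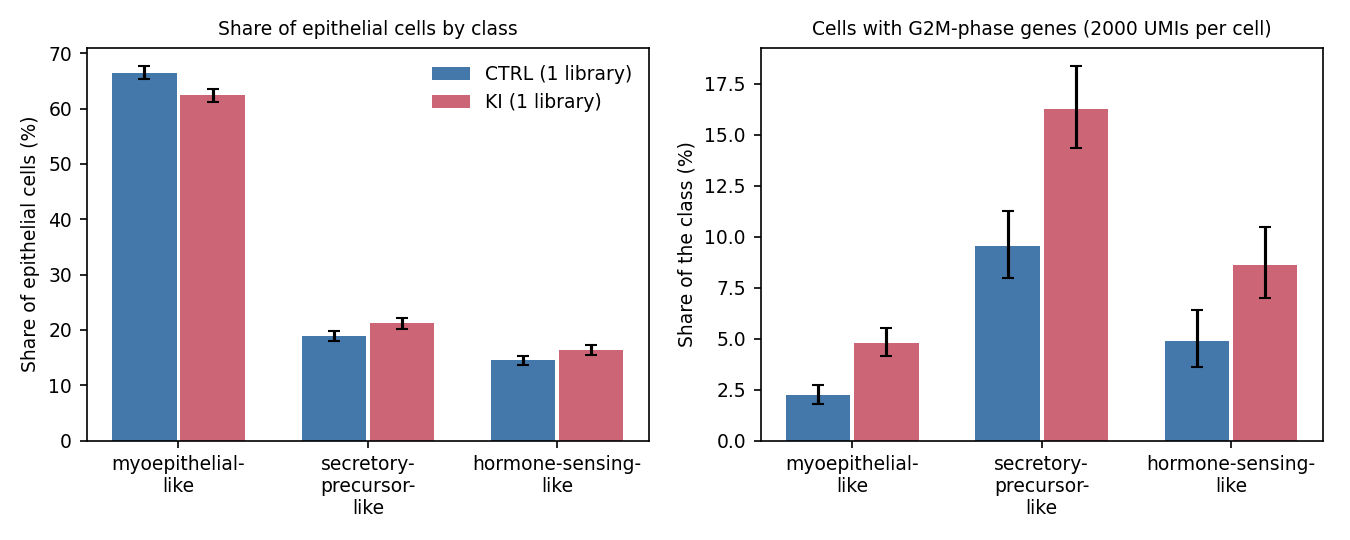
Left, share of each class among epithelial cells in percent; right, share of cells with 2 or more G2M phase genes after thinning to 2000 UMIs, in percent of the class. Bars are the CTRL and KI libraries, 1 each, and error bars exact 95% binomial intervals; myoepithelial-like cells fell from 66.5% to 62.4%, and the G2M share was higher in KI in each class.

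Cells carrying keratins of the other lineage were counted. After thinning, 35.6% (34.2 to 37.0) of CTRL and 37.4% (35.9 to 39.0) of KI myoepithelial-like cells had a UMI of both Krt8 and Krt18. The difference of 1.85 points (-0.21 to 3.91) was not detectable at this depth. Unthinned shares were 77.8% and 79.9%, and that difference of 2.12 points (0.399 to 3.83) excluded 0 at the greater depth of the KI cells. Their ratio, 1.03 (0.979 to 1.08), had an interval that includes 1. That interval treats both counts as Poisson and is too wide for shares this high. No non-epithelial class was found to serve as background. Among keratinocyte-like cells, seen in KI alone, 2 of 35 (5.71%, 0.700 to 19.2) carried both transcripts after thinning. Unthinned, at a median of 7450 UMIs, 6 of 37 (16.2%, 6.19 to 32.0) did. Krt8 and Krt18 stood at 717 and 641 CPM in CTRL myoepithelial-like cells, against 4221 and 7350 CPM in secretory-precursor-like cells. In KI the levels were 784 and 698 against 4766 and 6829 CPM. The milk transcript Csn2 stood at only 1.17% (CTRL) and 1.06% (KI) of its secretory-precursor-like level. This argues against free secretory-precursor RNA alone for both keratins. With similar shares in CTRL, the measure does not by itself mark a change of lineage. Among secretory-precursor-like cells 0.621% (8 of 1288) and 0.147% (2 of 1357) carried Krt5 and Krt17, a difference of -0.474 points (-1.08 to 0.021). Among hormone-sensing-like cells the shares were 0.199% and 0.189%, 2 cells in each library. After thinning neither luminal difference was detectable. No class was available to give a background share for Krt5 and Krt17. In CTRL secretory-precursor-like cells Krt5 stood at 1.90% and Krt17 at 5.16% of their myoepithelial-like level, so these luminal shares are not read as expression. Unthinned, the luminal shares were 3.75% and 2.40%, and 2.15% and 1.69%. The first difference, -1.34 points (-2.69 to -0.036), excluded 0 although the KI cells were deeper. The ratio of these 2 shares, 0.642 (0.401 to 1.016), had an interval that includes 1.

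Expression was then compared class by class. Among genes with a mean of 50 CPM or more the median log2 ratio was -0.004 in myoepithelial-like cells (2999 genes), 0.078 in secretory-precursor-like cells (2709 genes) and 0.034 in hormone-sensing-like cells (3043 genes). The absolute log2 ratio was below 0.39, 0.59 and 0.44 for 95% of these genes. Median-of-ratios scaling shifted all ratios of secretory-precursor-like cells by -0.10. None of the 30 named genes changed direction under any of the 15 alternatives run for each. Within single clusters of a finer clustering, however, 12 of the 30 went both ways, as given with each class. The finer setting left hormone-sensing-like cells unsplit, so these were clustered alone, a step added after the data were seen.

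In myoepithelial-like cells the genes with the highest ratios were Phactr2, Opa3, Ccn1, Ecrg4 and Gpr137c. Phactr2 (ENSMUSG00000062866, chromosome 10, 13207717 to 13474412, minus strand) rose from 56.1 CPM (53.8 to 58.5) to 115 CPM (112 to 118), a log2 ratio of 1.04 (0.96 to 1.11). The other log2 ratios were 0.93 for Opa3, 0.81 for Ccn1, 0.80 for Ecrg4 and 0.74 for Gpr137c. The lowest were Ahi1, Il31ra, Got1, Ndufa4l2 and Nupr1. Ahi1 (ENSMUSG00000019986, chromosome 10, 20952547 to 21080429, plus strand) went from 70.4 CPM (67.8 to 73.1) to 37.7 CPM (35.8 to 39.6), a log2 ratio of -0.90 (-0.99 to -0.81). The log2 ratio was -0.73 for Il31ra, -0.68 for Got1, -0.66 for Ndufa4l2 and -0.66 for Nupr1. Averaged over clusters, it was 0.61 for Opa3, 0.32 for Ecrg4 and -0.37 for Got1, while the other named genes of this class moved less. Over the finer clusters 5 of these 10 genes went both ways: Opa3 ran from -0.59 to 1.00, Ecrg4 from -0.60 to 1.35, Gpr137c from -0.28 to 1.08, Ndufa4l2 from -1.01 to 0.076 and Nupr1 from -0.74 to 0.14.

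In secretory-precursor-like cells Thrsp (ENSMUSG00000035686, chromosome 7, 97412938 to 97417730, minus strand) rose from 32.0 CPM (29.6 to 34.6) to 153 CPM (149 to 158), a log2 ratio of 2.26 (2.14 to 2.38). Wap followed at 1.77, Saa2 at 1.57, Csn1s1 at 1.46 and Spata7 at 1.45. The CPM of Csn2, a milk protein transcript, in myoepithelial-like cells was 1.17% of that in secretory-precursor-like cells in CTRL and 1.06% in KI. Cst3 (ENSMUSG00000027447, chromosome 2, 148871722 to 148875692, minus strand) went from 2442 CPM (2420 to 2464) to 273 CPM (267 to 279), a log2 ratio of -3.16 (-3.20 to -3.13), and averaged over clusters -2.60. The log2 ratios of Bglap3, Tpm2, Hmox1 and Acta2 were -1.67, -1.60, -1.52 and -1.46. Acta2 and Tpm2 are myoepithelial markers, and in CTRL secretory-precursor-like cells they stood at 2.73% and 4.16% of their myoepithelial-like level. Over the finer clusters Wap ran from -0.14 to 1.56, Hmox1 from -1.15 to 0.93 and Acta2 from -2.04 to 0.29. Thrsp was higher in each of the 5, from 0.61 to 2.71, as was Csn1s1, from 0.030 to 1.90, and Bglap3 was lower in each, from -2.00 to -0.92.

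In hormone-sensing-like cells Calca (ENSMUSG00000030669, chromosome 7, 114631478 to 114636357, minus strand) rose from 40.2 CPM (36.9 to 43.8) to 325 CPM (317 to 334), a log2 ratio of 3.02 (2.89 to 3.15). Averaged over clusters it was 2.19. Clu rose by 1.45, Gdpd3 by 1.07, Kcnh1 by 0.91 and Slco3a1 by 0.88 on the log2 scale. Tmem86a (ENSMUSG00000010307, chromosome 7, 47050601 to 47054777, plus strand) went from 115 CPM (110 to 121) to 34.0 CPM (31.2 to 36.9), a log2 ratio of -1.76 (-1.91 to -1.62). The log2 ratio was -1.74 for Grm8, -1.47 for Rasgrf1, -1.31 for Mdga2 and -1.30 for Morrbid. Clustered alone, this class gave 9 clusters with enough cells, and 5 smaller ones were left out. Over the 9, Calca ran from -0.17 to 7.70, Kcnh1 from -0.36 to 1.44, Slco3a1 from -0.0039 to 1.85 and Grm8 from -2.32 to 1.13, while the other 6 genes kept their direction.

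**Figure D3:**
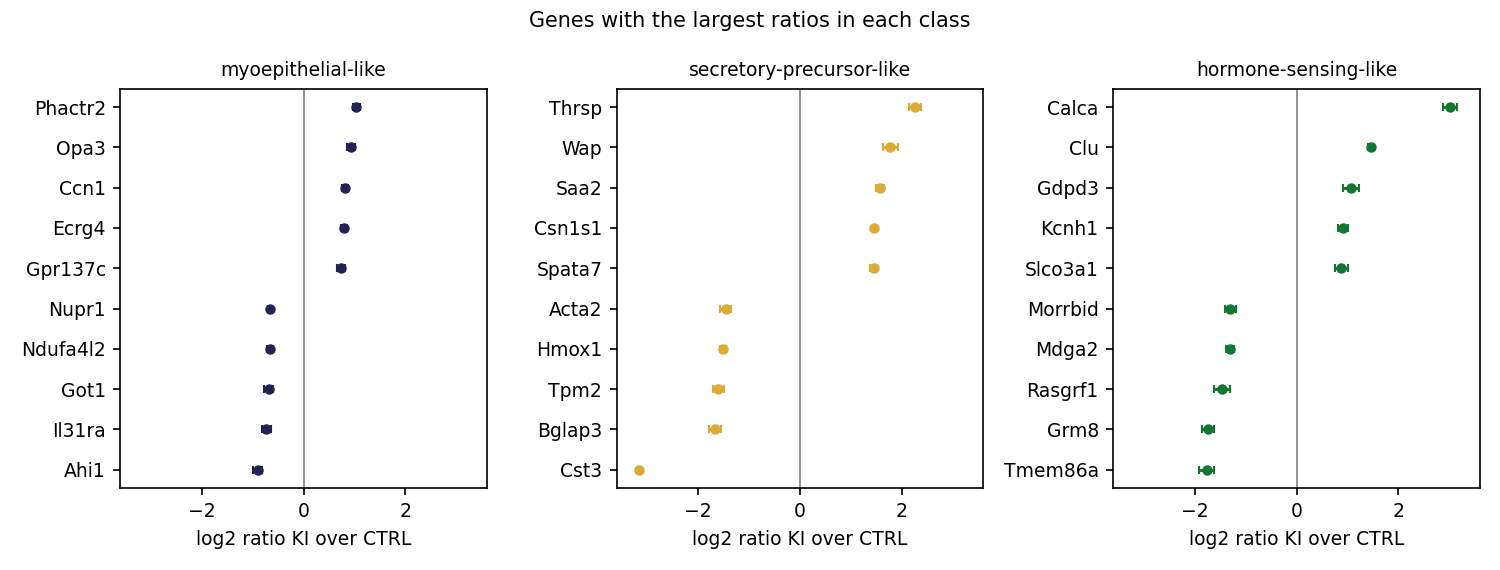
Log2 ratio of KI over CTRL (horizontal axis) for the 10 genes with the largest ratios in each class, 1 library per group; points are ratios of summed counts and bars 95% counting intervals. The largest ratios are those of Cst3 (-3.16) in secretory-precursor-like and Calca (3.02) in hormone-sensing-like cells.

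Gene lists on the study's subject were placed among random lists. Of the 32 pairs of list and class with enough members, background lists included, 13 lay outside the central 95% of random lists. Most of the 13 were background lists, given below. The limits themselves leave 1.6 outside if the genes of a list vary independently. Random lists draw each gene separately, so a list whose genes vary together can lie outside more often. The Wnt target list entered with 12, 9 and 9 of its 17 members in myoepithelial-like, secretory-precursor-like and hormone-sensing-like cells. Axin2, Lef1 and Lgr5 lay under 10 CPM in hormone-sensing-like cells and were left out there. The list's median log2 ratio was 0.20 (percentile 99.96) in myoepithelial-like cells, 0.35 (99.3) in secretory-precursor-like cells and -0.16 (0.205) in hormone-sensing-like cells. It lay outside the limits in all 16 alternatives in myoepithelial-like cells, in 12 of 16 in secretory-precursor-like cells and in 13 of 15 in hormone-sensing-like cells. In the last class its direction reversed without a filter on low values, to 0.061. The intervals of these medians, -0.021 to 0.38, -0.15 to 0.70 and -0.24 to 0.32, all include 0. The stem and progenitor list had a median of 0.40 (percentile 100) in secretory-precursor-like cells, with a mean of 0.046 and an interval of -1.15 to 0.54. Its percentile was 91.6 without a filter on low values.

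The other lists on the subject lay inside the limits in the setting used. The TGF-beta pathway list had medians of 0.090, 0.019 and -0.033 (percentiles 97.3, 12.9 and 7.90) in the order of classes above. The mesenchymal list had 0.073 (percentile 87.3) in myoepithelial-like cells and too few members in the luminal classes. The epithelial junction list had 0.0023, 0.076 and 0.082 (percentiles 56.4, 51.6 and 88.5), and its mean in myoepithelial-like cells was -0.0071. Median-of-ratios scaling moves all genes of a class alike, and with it all 32 medians were lower. The junction medians then turned to -0.020, -0.027 and -0.0058, and the TGF-beta median of secretory-precursor-like cells to -0.084. The endocytosis list, which includes Epn3 itself, had 0.057, 0.15 and 0.066 (percentiles 94.4, 76.0 and 68.4), the last turning to -0.020 under that scaling. The galectin and glycosphingolipid list had 0.11, 0.066 and 0.24 (percentiles 95.4, 34.1 and 97.3), while its means were -0.0029, -0.17 and 0.067, so median and mean differed in sign in the first 2 classes. Its median in secretory-precursor-like cells was -0.033 with median-of-ratios scaling. The stem and progenitor list had 0.043 and -0.093 (percentiles 78.1 and 5.37) in myoepithelial-like and hormone-sensing-like cells.

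Background lists also differed. The milk protein list had medians of 0.67, 0.81 and 0.49 (percentiles 100, 100 and 99.9). The G2M phase list had 0.95 and 0.65 (both at percentile 100) in the secretory-precursor-like and hormone-sensing-like classes. The S phase list had -0.036, 0.33 and 0.61 (percentiles 42.1, 99.2 and 100), with a mean of 0.048 in the first class. The dissociation stress list had -0.021, 0.059 and 0.11 (percentiles 26.9, 76.8 and 98.6), with a mean of 0.030 in the first class and -0.045 under median-of-ratios scaling in the second. The interferon list had -0.029 (percentile 7.54) in secretory-precursor-like and 0.28 (99.3) in hormone-sensing-like cells. The G2M phase and interferon lists had too few members in myoepithelial-like cells.

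**Figure D4:**
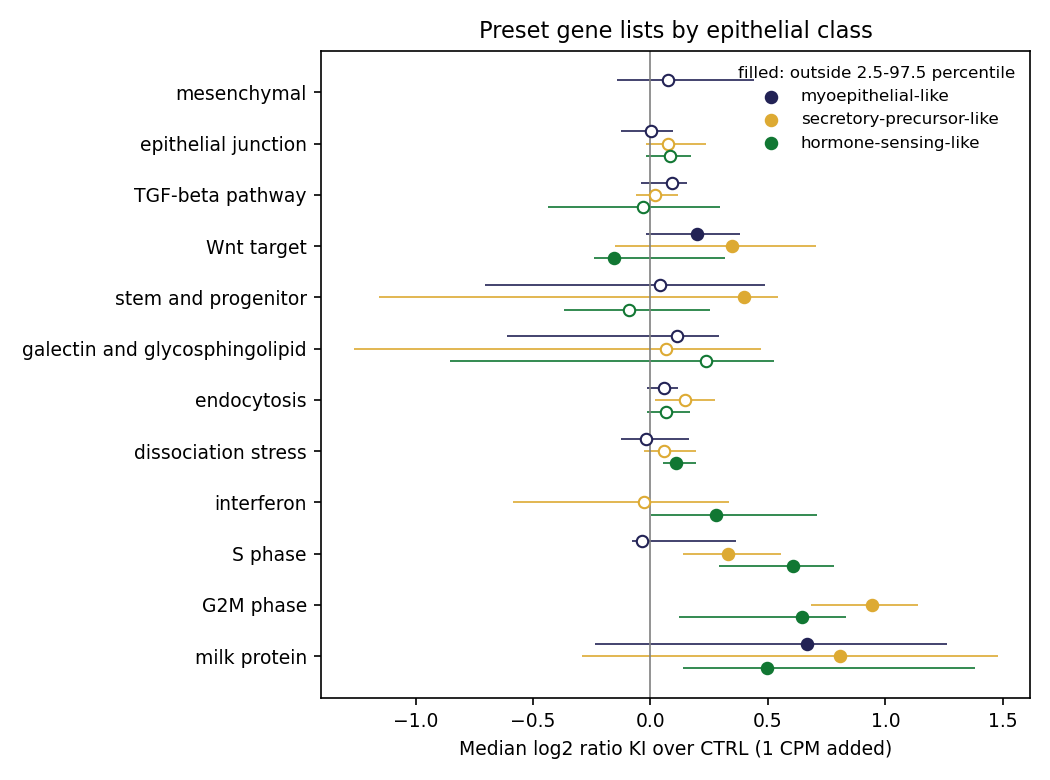
Median log2 ratio of KI over CTRL (horizontal axis) of each fixed gene list in the 3 classes, 1 library per group; lines are 95% order-statistic intervals of the median and filled points lie outside the central 95% of random lists. The Wnt target list is filled in all 3 classes, higher in 2 and lower in hormone-sensing-like cells (-0.16).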

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

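All tests in this part were chosen only after the result they bear on had been seen, except the one on myoepithelial genes in secretory-precursor-like cells. The rule for judging a mix of clusters was likewise set after the values of the finer clusters had been seen.

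A keratinocyte-like cluster of 37 cells (0.560% of 6608, 0.395 to 0.771) was found in the KI library. In CTRL there were 0 of 7134 cells, which allows a share of up to 0.0421%. It lies outside the 3 classes compared and stood above the limit that a count of 0 allows. Its name rests on 5 detected markers, none among its top 10 genes. Doublets of mammary cells would lie between the levels of the cells they join. Of 228 genes at 200 CPM or more in every other KI cluster, 3 lay under 0.5 of the lowest of those levels, against at most 1 in 2600 draws of 37 cells from those clusters. These were Krt8 (77.6 against 458 CPM), Krt18 and Tmsb10, which argues against doublets. This test replaced one on the cluster's own leading genes, whose outcome was fixed by how they were chosen. Skin carried into 1 of the 2 preparations, which may be the source, cannot be told apart from a difference between the animals, since the 37 cells come from a single library. A biological effect of the knock-in is open and was not tested.

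Acta2 had a log2 ratio of 0.28 in myoepithelial-like and -1.46 in secretory-precursor-like cells, a difference of 1.74 that was not tested between animals. Over 34 genes far higher in myoepithelial-like cells, the median log2 ratio in secretory-precursor-like cells was -0.67, and 29 of the 34 were lower. Acta2 and Tpm2 are among these 34 genes, so the 34 are not a separate check on them. Less myoepithelial RNA, as free RNA or in doublets, among KI secretory-precursor-like cells may be part of the cause. The ratios of Acta2 and Tpm2, -1.46 and -1.60, lay below that median. The median therefore does not show that this cause alone accounts for them. Krt14 went the other way in secretory-precursor-like cells, from 35.2 to 52.2 CPM, so less myoepithelial RNA does not account for every gene. A fall shared equally by the luminal classes was not seen, since the median over the 34 genes was -0.18 in hormone-sensing-like cells. Acta2 and Tpm2 were lower there too, with log2 ratios of -0.86 (-1.03 to -0.70) and -0.64 (-0.78 to -0.52). With that class clustered alone, Acta2 was lower in 8 of 9 clusters and Tpm2 in all 9. A different mix of clusters is argued against for Tpm2, which averaged -1.35 over clusters and was lower in each of the 5 finer clusters, from -1.71 to -0.72. For Acta2 the average was -1.17, but the finer clusters ran from -2.04 to 0.29, so a different mix cannot be told apart from the other causes. A change in these genes within the cells stays open and was not tested.

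Got1 had a log2 ratio of 0.58 in secretory-precursor-like and -0.68 in myoepithelial-like cells, a difference of 1.26 that was not tested between animals. Averaged over clusters, the difference was 0.95. At the finer clustering each of 10 myoepithelial-like clusters was lower, from -0.73 to -0.077. Their average was -0.37, so a different mix may account for part of the lower level there but not its direction. The finer secretory-precursor-like clusters, however, ran from -0.70 to 0.94 with an average of 0.18. In that class a different mix of cells and a change within cells cannot be told apart. An effect of the knock-in may be involved but was not tested.

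Nupr1 had a log2 ratio of 0.31 in hormone-sensing-like and -0.70 in secretory-precursor-like cells, a difference of 1.01 that was not tested between animals. Averaged over clusters the difference was 0.86. Every finer secretory-precursor-like cluster was lower, from -1.07 to -0.14. Hormone-sensing-like cells, clustered alone, ran from -0.59 to 0.96 over 9 clusters, 2 of them lower, so a different mix of cells and a change within cells cannot be told apart. The CTRL level in secretory-precursor-like cells was 61.7% of that in myoepithelial-like cells, which argues against carried-over RNA. A difference between the preparations may still be the cause, because each group has 1 library. An effect of the knock-in also stays open.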

How the results depend on the processing

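The alternatives that cluster without marker genes and Epn3, or use the first naming rule, were chosen after seeing the data; the others were fixed beforehand. No paired analysis was possible because each group has 1 library; leaving out a library in turn was not possible for the same reason. Values are called the same when they stayed within the counting interval of the value reported, or within the interval of a list's median.

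Epn3 was higher in KI in all 45 alternative values, and 40 of them were the same. Averaging over clusters gave log2 ratios of 3.51 in myoepithelial-like and 1.83 in secretory-precursor-like cells. That setting adds 1 CPM before the ratio, which lowers it for a gene near 1 CPM. Thinned cells gave 3.79 in myoepithelial-like and 0.87 in hormone-sensing-like cells, and the mean over cells gave 0.91 in the latter. Beyond that the cause was not tested.

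For class shares, 27 of 30 alternative differences were the same. Marker scores without clusters gave -2.13 points for myoepithelial-like and 0.241 points (-1.04 to 1.53) for hormone-sensing-like cells, the latter no longer detectable. The first naming rule gave -6.17 points for myoepithelial-like cells, because it left 911 CTRL and 1045 KI cells unnamed. No direction changed.

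For mixed lineage cells, 32 of 33 differences were the same, and the one of secretory-precursor-like cells was -1.34 points without thinning. For cycling cells, 28 of 33 were the same. Without thinning the differences were 9.60, 21.5 and 11.7 points in myoepithelial-like, secretory-precursor-like and hormone-sensing-like cells, since deeper cells show more genes. With the S phase list they were 1.48 points in myoepithelial-like and 2.77 points in secretory-precursor-like cells. At 4000 UMIs the S phase difference in myoepithelial-like cells was 1.03 points (-0.51 to 2.58), no longer detectable. The cause was not tested.

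For the gene lists, 481 of 498 alternative medians were the same, 16 moved and 1 list outside the central 95% of random lists reversed. Medians of lists inside it changed sign in 32 cases, most of which are counted among the same. A median counts as the same within the interval of the list's median, even if its sign changed. The count of the same medians therefore does not speak for a stable direction. In 11 of these 32 cases the setting was another scaling. Scaling moves all genes of a class alike and so says nothing about a list relative to other genes. The rest came from other settings. In myoepithelial-like cells the epithelial junction median was -0.045 with thinned cells, and the S phase median was 0.31 without a filter on low values. The Wnt target median in hormone-sensing-like cells was 0.061 without a filter on low values, -0.25 with marker scores and -0.24 with median-of-ratios scaling. Median-of-ratios scaling, which shifted the median of all genes by -0.10 in secretory-precursor-like cells, gave -0.027 for epithelial junctions and -0.084 for TGF-beta there. It gave -0.020 for endocytosis in hormone-sensing-like cells. Scaling without the most abundant genes gave -0.069 for TGF-beta in secretory-precursor-like cells. The cause of the reversal was not tested.

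Whether a list lay outside the percentile limits also depended on the setting. In secretory-precursor-like cells the Wnt target list came inside them without doublet removal, with the mean over cells, with thinned cells and with a mean of 50 CPM, down to percentile 83.5. In hormone-sensing-like cells it came inside with the mean over cells and without a filter. The galectin and glycosphingolipid list in hormone-sensing-like cells, inside at 97.3, was outside in 5 of 15 alternatives. The TGF-beta list was outside in 4 of 16 in myoepithelial-like and, on the lower side, in 2 of 16 in hormone-sensing-like cells. The endocytosis list in myoepithelial-like cells was outside in 2 of 16. The stem and progenitor list in hormone-sensing-like cells was outside in 1 of 16, and the galectin and glycosphingolipid list in 1 of 15 in each of the other classes. In secretory-precursor-like cells that setting was thinned cells, where the galectin and glycosphingolipid list lay on the lower side, with a median of -0.23 (percentile 2.27).

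Of 450 alternative values of the named genes, 104 moved and 0 reversed. Averaging over clusters moved 25 of 30 and the mean over cells 18 of 30. Depth limits the luminal mixed lineage shares, which rest on 2 to 8 cells per library.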

Other observations

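The tests on sequencing depth, oestrogen response and YAP targets were written before their results were seen; the tests on milk transcripts, Cst3, Lgals3 and Ifnb1 were chosen only after. The genes named here, other than those of the fixed rule, were chosen after their values were seen.

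The higher share of cycling cells in KI was weighed against the greater depth of that library. After thinning to 2000 UMIs the lowest ratio over the 3 classes was 1.71, with each counting interval above 1, so depth alone is argued against for the G2M phase genes used. With S phase genes at 4000 UMIs the ratio in myoepithelial-like cells was 1.07 (0.955 to 1.21), against 1.34 (1.10 to 1.63) at 2000 UMIs, so the higher share there depends on the genes and depth used. A difference between the animals or their hormonal state may be the cause, and no test here separates it from the knock-in.

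Milk protein transcripts were higher in KI myoepithelial-like cells too. Across 19 genes at least 20 times higher in secretory-precursor-like cells, the log2 ratios in the 2 classes were correlated (Pearson r 0.856 across genes, which are not independent replicates). This is consistent with free RNA from secretory-precursor-like cells.

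The rule for judging a mix of clusters was set after the values of the finer clusters had been seen. Cst3 stood out in secretory-precursor-like cells. A different mix of clusters is argued against, since the log2 ratio averaged over clusters was -2.60 and at the finer clustering each of 5 clusters was lower, from -3.09 to -1.69. A variant or read problem acting in every cell is argued against by a log2 ratio of -0.11 in myoepithelial-like cells. Myoepithelial RNA is argued against as well, since CTRL secretory-precursor-like cells stood at 1.63 times the highest CTRL myoepithelial-like cluster. The difference may be biological, but preparation and animals were not separable from genotype.

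Lgals3, which encodes galectin 3 and belongs to the list on galectins, had log2 ratios of -0.62, -1.27 and -0.86 in myoepithelial-like, secretory-precursor-like and hormone-sensing-like cells. Free RNA is argued against, since its CTRL level in myoepithelial-like cells, 109 CPM, was 11.2 times the level that the spread of Csn2 would give. It was lower in KI in each of the 12 clusters of the 3 classes. In hormone-sensing-like cells a different mix of clusters is argued against, since the ratio averaged over clusters was -0.89 and, with that class clustered alone, each of 9 clusters was lower, from -1.02 to -0.26. A further 5 clusters were too small to compare. In the other classes the average nearest to 0 at the resolution used was -0.69. The finer clusters ran from -1.42 to 0.28 in myoepithelial-like and from -1.81 to 0.68 in secretory-precursor-like cells, with averages of -0.55 and -0.56. There a different mix of cells cannot be told apart from a change within them. A link of Lgals3 to the knock-in may exist but remains a hypothesis.

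Pgr, Areg and Greb1 were seen to be lower in KI hormone-sensing-like cells before any list was drawn up. Pgr and Areg fell with log2 ratios of -0.44 and -1.29, which raised the hypothesis of a lower oestrogen response. A list of 15 other response genes, without those already seen, lay at percentile 0.37 there, with a median of -0.15 (-0.58 to 0.23) over 10 members. This is consistent with the hypothesis, but the same list lay at percentile 0.06 in secretory-precursor-like cells, where Esr1 was at 7.93 CPM against 223 CPM in hormone-sensing-like cells of CTRL. In myoepithelial-like cells the list lay at percentile 34.7. The signal may therefore not be specific to oestrogen.

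Ccn1 and Ccn2, known targets of the regulator YAP, were higher in KI myoepithelial-like cells, with log2 ratios of 0.81 and 0.66. A list of 19 other YAP targets lay at percentile 96.1, inside the central 95% set in advance as the limit, so higher YAP activity was not borne out in that class. In hormone-sensing-like cells the list lay at 98.2, with Ccn1 at 0.69 and Ccn2 at 0.51, so higher YAP activity stays open there; its median, 0.19 (-0.19 to 0.30), had an interval that includes 0. In secretory-precursor-like cells the list lay at 0.18, in the opposite direction, with Ccn1 at 0.044 and Ccn2 at -0.46.

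Ifnb1 was concentrated in a few cells. In CTRL 11 cells with more than 5 UMIs held 96.6% of its 770 UMIs, and in KI 13 cells held 1111 of 1139. Of these, 10 and 12 were secretory-precursor-like, 0.749% (0.36 to 1.37) and 0.874% (0.452 to 1.52) of that class, so the libraries did not differ detectably. The 22 cells held 1 UMI of all immune markers together, 2.54 CPM against 4.00 CPM in the other cells of the class, which argues against immune cells. The test for reads of Ifnb1 alone was changed after its first result. Summed over the listed genes induced together with Ifnb1, the level was 2.05 times that of other cells, under the limit of 3 first set, and that sum is dominated by Nfkbia. The median over the 4 detected genes was 32.3-fold: Ccl5 was 184-fold (155 to 220), Cxcl10 62.7-fold (51.9 to 75.5), Tnfaip3 1.92-fold and Nfkbia 1.42-fold higher. Misassigned reads of a single gene are argued against by the first 2 of these. Rare cells that express Ifnb1 may exist in both groups, so the pattern gives no evidence on the knock-in.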
